A study of Schmidtea mediterranea with 152 samples. Its data were reported in "Nuclear receptor NR4A is required for patterning at the ends of the planarian anterior-posterior axis" (2019).

How the data were processed

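The data are Smart-seq2 libraries of single cells from an asexual strain of the planarian Schmidtea mediterranea. Non-dividing cells were sorted 1 per well, their cDNA was amplified without molecular identifiers, and only wells with the wanted qRT-PCR result for collagen and wnt1 were sequenced. GEO's labels give each library its condition (uninjured or regenerating) and its class (pole or non-pole muscle cell), and these labels alone set the 4 groups. The labels name no animal, plate or batch.

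The authors deposited a table of raw read counts, with 26566 rows of transcript contigs of a planarian transcriptome assembly and 1 column for each library. The submitters' processing notes name CASAVA 1.7.0, Trimmomatic 0.32 and Bowtie, the latter without a version, while the counting tool is not given in the sources used here. A further deposited table holds the authors' comparison of pole with non-pole cells for 26560 of the contigs by SCDE, with log2 fold estimates and their bounds, and a Z score and corrected Z score from the authors. SCDE treats cells as replicates and was not run here, so values from that table are quoted as the authors' own.

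The 6 rows of the count table outside that comparison stayed out of totals and comparisons. They are a mitochondrial row (19.9% of all counted reads), 2 contigs (43.7%), a 5S rRNA row (0.00332%), an unidentified row (0.000557%) and a row with 0 reads. The transcripts used hold 36.4% of all counted reads. Rows that share a contig number were summed, which concerned 156 numbers and gave 26399 transcripts. Contigs were named by the study's annotation, which gave 648 transcripts a name, and all 463 list members were found. Contigs with the same gene name are kept apart and may share reads, since the sources used here do not say how reads that fit several contigs were counted.

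Before any comparison, all pairs of libraries with at least 50000 reads on the transcripts used, within and across groups, were compared by a chi-square of their counts over transcripts with at least 20 summed reads. The 6 pairs of a shared group under 10 per degree of freedom had a Pearson r of log2(CPM + 1) across transcripts of 0.937 to 0.971, against at most 0.651 in other pairs, and were summed to 1 cell each. Cells were kept with at least 50000 reads on the transcripts used and at least 500 transcripts with a read, which left 134 cells and took out 12. A further filter on doublets was not applied, because cells were sorted singly.

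Counts were summed over the cells of a group and divided by their total to give CPM, the usual read share of a transcript. Exact 95% Poisson intervals were computed for sums, exact conditional binomial intervals for ratios of sums, and Clopper-Pearson intervals for shares of cells. Shares of transcripts or list members were given Clopper-Pearson intervals too. These treat transcripts as independent although all were read in the same cells, so they may be too narrow. A share of 0 cells is also given the limit of 3 cells over the group. A group with 0 reads was given a limit of 3 reads over the group, and folds against it are written as at least that large. Such a bound does not cover which cells were drawn, so it says little for a gene read in few cells of the other group. Those limits are 0.258 CPM in uninjured pole, 0.0693 CPM in uninjured non-pole, 0.823 CPM in regenerating pole and 0.147 CPM in regenerating non-pole cells. Log2 folds carry a pseudocount of 1 CPM and so understate differences of low transcripts. Transcripts with at least 20 summed reads entered lists and rankings, and 19372 passed. Shares of cells with a read were taken after each cell was thinned to 50000 reads. A depth of 100000 reads had been set first, but fewer than 80% of the kept cells of a group reached it.

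No test was run and no p-value is given, because each group is 1 sample and cells are not replicates. Pole cells were compared with non-pole cells within each condition, and a transcript or list member counts as higher or lower when it is so in both conditions. Regenerating non-pole cells were compared with uninjured non-pole cells. For each list the median log2 fold was placed as a percentile among 10000 random lists of the same size, drawn from 20 bins of like mean expression, which describes these libraries only. The agreement of the conditions was read from the 100 transcripts with the largest log2 fold in one condition among those read in at least 3 pole cells of that condition.

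The 20 gene lists were fixed before the data were examined, as were the naming rule and the first set of alternatives. They are the known posterior pole genes, the pole genes in the study's text, the known anterior pole genes, the Wnt and Notch pathways, netrin, slit and ephrin guidance, cadherins, BMP and activin, transcription factors, contractile genes, collagens, other matrix genes, genes under nr4A control, markers of neurons, cilia and cell division, housekeeping genes, the study's anterior lists from uninjured tissue and from blastemas, and its posterior list from these cells. Several contigs fill more than 1 line of the study's anterior lists, and each contig was counted once, which leaves 173 and 75 contigs. Named as higher in pole cells were the first 20 transcripts, by the mean difference in the share of cells with a read, that had a log2 fold above 1 in both conditions and a read in at least 3 pole cells. By the mirrored rule the first 10 were named as lower, and 12 each way for regenerating against uninjured cells. All members of the 3 pole lists and up to 4 members of each other list with the largest folds were named too, and at most 2 unnamed contigs per set are printed.

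The procedure was tested on simulated counts for the pole comparison, run on 18909 transcripts with a dispersion of 4.27. Of 100 transcripts raised 4-fold, 65% were higher in both conditions and 36% passed the naming rule, and of 100 raised 16-fold these shares were 88% and 77%. Unchanged transcripts of like abundance were higher in both conditions in 11.4% of cases and passed the rule in 1.92%. Their median log2 fold was -0.74, and that of all 18709 unchanged transcripts was -0.37, so a median below 0 arose for transcripts that were not changed. Raising the changed transcripts also lowered the read share of all others in the simulated pole cells. The medians mix that shift with the effect of few cells, and the simulation cannot tell these apart.

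The alternatives set in advance were all deposited cells, cells with at least 1500 transcripts, the mean over cells of CPM, TMM factors from edgeR, median-of-ratios size factors from DESeq2, pseudocounts of 10 and 0.1 CPM, other count filters, conditions pooled, each pole cell left out in turn, and other depths and read limits for wnt1. Totals over all counted reads, cells without low mitochondrial share, repeat libraries counted as cells and cells without few collagen reads were added after the data were seen. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors only. No genome was used here, so no positions are given.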

Results

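Single cells were taken from the midline of the tail tip of uninjured planarians and from the midline of posterior blastemas, the new tissue that forms at a wound, 72 hours after amputation of the tail, and the mRNA of each cell was sequenced on its own. A qRT-PCR screen of the amplified cDNA named a cell a posterior pole cell when it held both wnt1 and collagen, and a non-pole muscle cell when it held collagen without wnt1. The posterior pole is a small group of muscle cells at the tip of the tail that expresses the Wnt ligand gene wnt1. The deposited counts covered 12 libraries of pole cells (7 uninjured and 5 regenerating) and 140 of non-pole cells (65 uninjured and 75 regenerating). Among the uninjured non-pole libraries, 6 pairs were near-identical, with a chi-square per degree of freedom of 1.28 to 7.41 between their counts, against 22.2 or more in the rest of 9730 pairs compared. These pairs differed by somewhat more than sampling noise and far less than any other pair, and each was counted as 1 cell.

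All counted reads per library ran from 335 to 6473250, with a median of 1105648. After 12 shallow cells were left out, 7 uninjured pole, 53 uninjured non-pole, 5 regenerating pole and 69 regenerating non-pole cells remained. Reads on the transcripts used here ran from 51801 to 4132918 per cell, and the median was 648498 in uninjured pole, 444246 in uninjured non-pole, 906071 in regenerating pole and 218403 in regenerating non-pole cells. The labels name no animal, so each of the 4 groups is 1 sample and no difference below has a replicate check. Intervals are exact 95% intervals for counts and shares, and they cover counting error only, since the reads come from PCR without molecular identifiers. Shares of cells were read after each cell was thinned to 50000 reads, and log2 folds carry a pseudocount of 1 CPM.

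The gene used in the screen checks the labels. After thinning, wnt1 had a read in 7 of 7 uninjured pole cells (100%, interval 59.04 to 100) and in 5 of 5 regenerating pole cells (100%, interval 47.8 to 100). It had a read in 4 of 53 uninjured non-pole cells (7.55%, interval 2.09 to 18.2) and in 2 of 69 regenerating non-pole cells (2.90%, interval 0.353 to 10.1). Without thinning, 6 of the uninjured and 3 of the regenerating non-pole cells held a wnt1 read. The summed level of wnt1 was 1431.8 CPM in uninjured pole cells against 1.96 CPM in uninjured non-pole cells, and 2626 CPM against 0.196 CPM in the blastema. The most wnt1 reads in a non-pole cell were 47 in the uninjured and 2 in the regenerating group. In the uninjured cell, non-pole replicate 5, they came to 224 CPM. This lay above the wnt1 level of uninjured pole replicates 1 (23.6 CPM) and 6 (185 CPM), so the counts do not bear out every label. Cells were chosen on this gene, so its level is no finding between the classes.

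The main question of the design was which genes are used by posterior pole cells and not by the muscle cells around them. In uninjured tails and in blastemas alike, pole cells held the homeobox gene pitx, the extracellular matrix gene kallmann1, the netrin receptor genes UNC5B and UNC5C (contig dd_10730), a BMP ligand gene and the calcium-binding protein gene SCGN at higher levels than non-pole cells. The RNA-binding protein gene qki, the slit receptor gene ROBO2, the ubiquitin ligase gene TRIM9 and the receptor kinase gene ror were lower in pole cells of both conditions. Collagens and contractile genes, the products that define muscle, were lower in pole cells as groups, with 10 of 13 and 13 of 14 members lower in both conditions. Across the 19372 transcripts with enough reads, 9.97% were higher and 43.7% lower in pole cells of both conditions, so a typical transcript lay at a log2 fold of -0.91 in uninjured and -0.43 in regenerating cells.

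pitx, which acts with wnt1 in the formation of the posterior pole, was read in 6 of 7 uninjured pole cells and 5 of 5 regenerating pole cells, and in 2 of 53 and 2 of 69 non-pole cells. Its level was 516 CPM (503 to 530) against 0.970 CPM (0.699 to 1.31) in uninjured tails, a 533-fold difference (394 to 740). In blastemas it was 1027 CPM (994 to 1060.4) against 0.687 CPM (0.376 to 1.15), a 1494-fold difference (889 to 2735.5). islet1, a LIM homeobox gene also needed for the pole, was read in 3 of 7 and 4 of 5 pole cells and in 1 of 53 and 2 of 69 non-pole cells, with log2 folds of 4.86 and 4.15. A single cell gave 78.3% of the islet1 reads of uninjured pole cells. wnt11-2, a Wnt gene of the tail, had opposite directions in the conditions: 20.3 CPM in pole against 293 CPM in non-pole cells of uninjured tails, and 313 CPM against 199 CPM in blastemas. Without wnt1, the known posterior pole genes had a median log2 fold of 4.51 over both conditions, at percentile 99.9 of random lists of like expression, and 2 of the 3 are also in the list that the study drew from these cells.

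**Figure D1:**
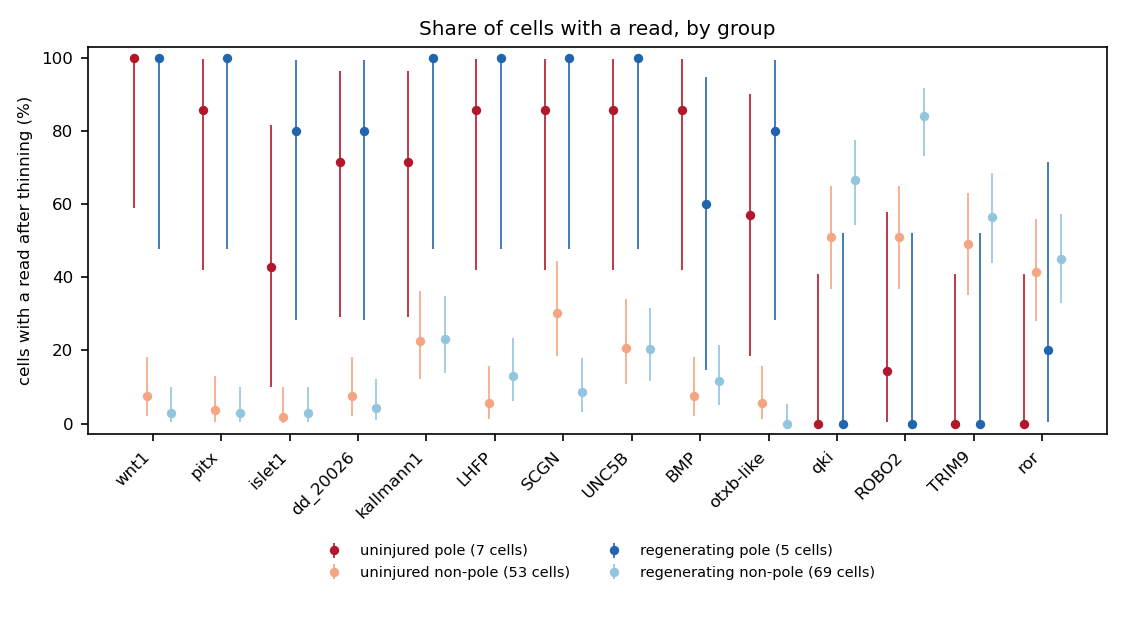
Percent of cells with at least 1 read after thinning to 50000 reads, for the known pole genes and other named genes, in the 4 groups of cells (points, with exact 95% binomial intervals as lines). pitx was read in 6 of 7 and 5 of 5 pole cells, and qki in 0 pole cells but in 27 of 53 and 46 of 69 non-pole cells.

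Of the 20 transcripts taken as higher in pole cells by the naming rule, 14 have a name and 6 have none, and all 20 belong to the list that the study drew from these cells, so their direction is not independent evidence. The leading transcripts after wnt1 included the unnamed dd_23400, read in 7 of 7 and 5 of 5 pole cells with log2 folds of 8.47 and 9.83, and dd_16466, with 8.85 and 5.45. LHFP, a tetraspan membrane protein gene, had log2 folds of 6.09 and 6.31 and was read in 6 of 7 and 5 of 5 pole cells against 3 of 53 and 9 of 69 non-pole cells. SCGN had log2 folds of 3.18 and 7.43, and the cyclin gene CCNG1 had 2.91 and 3.32. Among genes of cell guidance, UNC5B had log2 folds of 4.77 and 2.03 and the UNC5C contig dd_10730 had 3.40 and 3.0. The protocadherin gene PCDH11Y (contig dd_15362) had 5.78 and 4.50. otxb-like, a homeobox gene, was read in 4 of 7 and 4 of 5 pole cells. It had a log2 fold of 4.46 in uninjured tails, and in blastemas, where non-pole cells held 1 read, a 3535-fold ratio with an interval from 632 to 139862. The pyruvate kinase gene PKM had log2 folds of 5.36 and 4.50, TBC1D30 had 4.61 and 3.20, and CUBN, an endocytic receptor gene, had 4.44 and 7.86 with 91.7% of its uninjured pole reads in 1 cell.

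Genes that the study named in its text as expressed at the anterior or the posterior pole went different ways. The list used here leaves out ephr4 and ephr5, which the study also names. The study did not place all of these genes at the posterior pole. kallmann1 was read in 5 of 7 and 5 of 5 pole cells and in 12 of 53 and 16 of 69 non-pole cells, with log2 folds of 5.05 and 4.78. dd_20026 had log2 folds of 6.07 and 7.45. The first contig of the protocadherin gene pcdh9 had 3.90 and 7.52, and its second contig had 0.68 and 2.42. The netrin receptor gene dcc was read widely, in 7 of 7 and 5 of 5 pole cells and in 41 of 53 and 53 of 69 non-pole cells, and its log2 folds were 1.16 and 2.76. ddr2, a collagen receptor gene, had 0.21 and 3.42. nr4A, the nuclear receptor gene the study is named for, had log2 folds of 1.77 and -0.14, and 93.98% of its uninjured pole reads came from 1 cell. islet2 had log2 folds of -2.74 and 2.02. In uninjured tails 1 cell each held 100% of its pole reads and 91.7% of its non-pole reads, so its direction there rests on single cells. musculin had 0 reads in all 4 groups. In this list of 9 measured transcripts, 6 were higher and 1, ror, was lower in both conditions, with a median log2 fold of 1.82 (percentile 99.96), and 6 of its members are in the study's own list from these cells.

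Among the 10 transcripts taken as lower in pole cells, 3 have a name and 7 have none. qki had 0 reads in pole cells of either condition and 125.9 and 127.1 CPM in non-pole cells, at least 489-fold and at least 154.5-fold lower against a limit of 3 reads over the group. It was read in 0 of 7 and 0 of 5 pole cells, which allows shares of up to 42.9% and 60% by a limit of 3 cells (exact upper bounds 40.96% and 52.2%), and in 27 of 53 and 46 of 69 non-pole cells. ROBO2 was read in 1 of 7 and 0 of 5 pole cells against 27 of 53 and 58 of 69 non-pole cells, with a log2 fold of -2.70 in uninjured tails and a level at least 864-fold lower in blastemas. TRIM9 had 1 read in pole cells of each condition against 720 and 425 CPM in non-pole cells, which gives ratios of 0.000119 (3.02e-06 to 0.000664) and 0.000645 (1.63e-05 to 0.0036). ror, a receptor of Wnt ligands, had 0 reads in uninjured pole cells, at least 822-fold under the 212 CPM of non-pole cells, and a log2 fold of -3.74 in blastemas. The leading unnamed transcripts were dd_1197, read in 2 of 7 and 0 of 5 pole cells against 36 of 53 and 58 of 69 non-pole cells, and dd_3333, read in 0 pole cells after thinning against 29 of 53 and 41 of 69. Without thinning, qki was read in 28 of 53 and 51 of 69 non-pole cells and still in 0 pole cells, and pitx in 7 of 7 and 5 of 5 pole cells against 6 of 53 and 9 of 69 non-pole cells.

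Genes of muscle structure were lower in pole cells. Collagens, the matrix proteins that planarian muscle secretes, summed to 37982 CPM in pole against 86080.4 CPM in non-pole cells of uninjured tails and to 36451 against 62412 CPM in blastemas. Their median log2 fold was -1.11 (percentile 0.305), and 0 of 13 members were higher in both conditions (0%, exact interval 0 to 24.7). COL1A2 (contig dd_840) had log2 folds of -3.20 and -1.0 and COL24A1 (contig dd_701) had -1.60 and -1.41. The contractile genes summed to 12831 against 40325 CPM in uninjured tails and to 17335 against 42265 CPM in blastemas, with a median log2 fold of -1.56 (percentile 0.21). The tropomyosin gene TPM1 had log2 folds of -3.11 and -1.25, and CAPZB, which caps actin filaments, had 0 reads in uninjured pole cells, at least 190-fold lower. In summed collagen level, 7 of 7 uninjured and 5 of 5 regenerating pole cells lay below the median of the non-pole cells of their condition, and in contractile level 6 of 7 and 5 of 5 did. Cells under 5000 CPM of collagen were 1 of 7 uninjured pole, 12 of 53 uninjured non-pole, 0 of 5 regenerating pole and 6 of 69 regenerating non-pole cells, and without them the medians were -1.26 for collagens and -1.69 for contractile genes. Mitochondrial reads took a median of 32.4% of all counted reads in pole against 18.6% in non-pole cells of uninjured tails, and 24.5% against 19.4% in blastemas. Without the cells of low mitochondrial share the medians were -1.15 and -1.84.

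**Figure D2:**
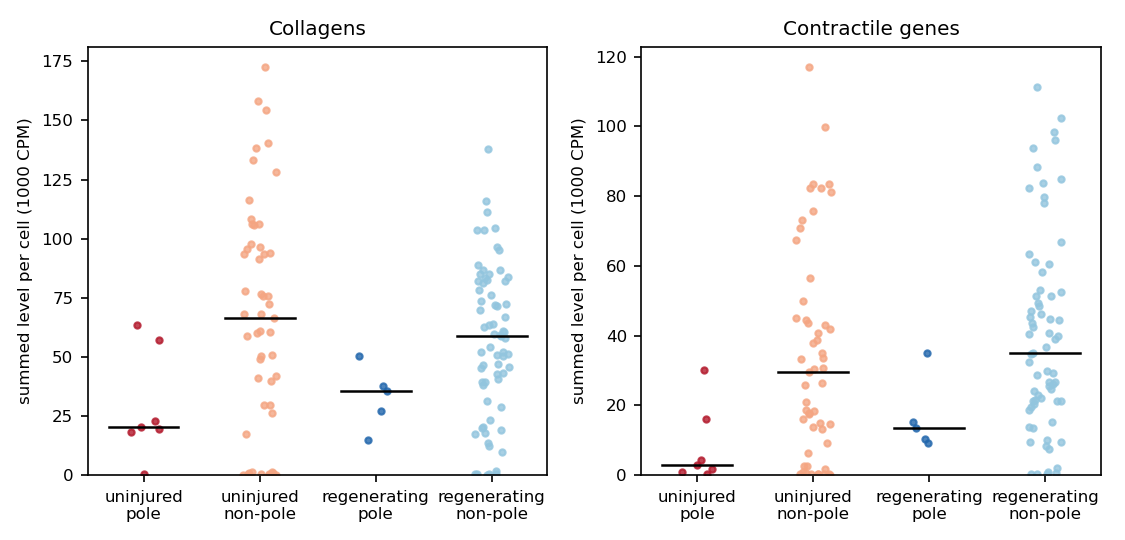
Summed level of the collagens (left) and of the contractile genes (right) in each kept cell, by group; each point is 1 cell and each line is the group's median. The 7 uninjured and 5 regenerating pole cells lie below the non-pole median of their condition for collagens, as do 6 of 7 and 5 of 5 for contractile genes.

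Of 10 other matrix genes, 4 were higher and 2 lower in both conditions, with a median log2 fold of -0.58 (percentile 31.9) that was -0.91 in uninjured tails and 0.51 in blastemas, and 4 of them are in the study's list. MXRA5, a matrix remodelling gene, had log2 folds of 5.82 and 2.63, and the basement membrane gene HSPG2 had 0 reads in pole cells of both conditions, at least 54.3-fold and at least 1.79-fold lower. HSPG2 was read in only 3 of 53 and 1 of 69 non-pole cells, so its bounds decide nothing between the classes. Among 9 measured genes under nr4A control, 1 was higher and 6 were lower in both conditions, with a median of -1.64 (percentile 4.08). They include qki and the matrix protease gene mmp19, which had 0 reads in pole cells and was at least 434-fold and at least 46.5-fold lower. The 1 member that was higher moved to 0 members under the TMM scaling.

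Signalling genes were divided. Of 17 Wnt pathway genes, 5 were higher and 8 lower in both conditions, and without wnt1 the median log2 fold of the other 16 was -1.37 (percentile 1.90), with -0.34 (percentile 53.95) in uninjured tails and -1.58 (percentile 0.53) in blastemas. notum, a Wnt inhibitor of the anterior pole, had 0 reads in pole cells and was at least 64-fold and at least 10.6-fold lower, and the Wnt receptor gene fz5/8-4 was at least 4.39-fold and at least 66.6-fold lower. In non-pole cells notum was read in only 3 of 53 and 6 of 69 cells, and fz5/8-4 in 2 of 53 and 11 of 69. At such shares 0 of 7 or 0 of 5 pole cells can arise without a difference, so these bounds decide nothing between the classes. Of 8 BMP and activin genes, 4 were higher and 1 lower, with a median of 1.78 (percentile 99.98) that became 0.90 without cells of low mitochondrial share, and 3 of them are in the study's list. The BMP contig dd_17402 had log2 folds of 5.08 and 3.27 and the signal transducer gene Smad1 had 3.43 and 3.29, with 98.9% of its uninjured pole reads in 1 cell, while bambi, a decoy receptor, was lower, with -0.42 and at least 82.5-fold. Of 5 Notch pathway genes, 2 were higher and 1 lower, and the share higher ran from 20 to 40% with each pole cell left out in turn. The ligand gene JAG1 had 3.99 and 2.12 and DLL1 had 0.78 and 4.09, with 85.5% of its uninjured pole reads and 93.4% of its uninjured non-pole reads in 1 cell each, and the receptor gene NOTCH2 had 0 reads in pole cells and was at least 280-fold and at least 23.04-fold lower. The Notch median of 0.16 (percentile 71.8) averages -1.21 in uninjured tails and 1.54 in blastemas, and it became -0.10 under the TMM scaling.

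The guidance genes of netrin, slit and ephrin signalling split as well, with 5 of 13 higher and 4 lower in both conditions. The median log2 fold was -2.17 (percentile 0.08), and it was -2.70 (percentile 0.565) in uninjured tails and 0.91 (percentile 98.33) in blastemas, so the conditions lay at opposite ends. All 5 higher members, among them UNC5B, UNC5C (contig dd_10730) and dcc, are in the study's list. The other UNC5C contig, dd_16435, went the other way, with log2 folds of -1.86 and -3.84. The slit ligand gene slit1 was at least 613-fold and at least 60.1-fold lower and the ephrin receptor gene EPHA4 (contig dd_16483) at least 112.4-fold and at least 39.2-fold lower. Of 10 cadherin genes, 3 were higher and 5 lower, with a median of -1.19 (percentile 5.68) and 4 members in the study's list. The PCDH11Y contig dd_9677 was at least 183-fold lower in uninjured tails, with a log2 fold of -6.14 in blastemas, so it went the other way from contig dd_15362. Of 20 measured transcription factors, 8 were higher and 8 lower, with a median of -0.37 (percentile 53.6), and 8 of them are in the study's list. The homeobox gene nkx1-1 was at least 72.96-fold and at least 118.5-fold lower.

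**Figure D3:**
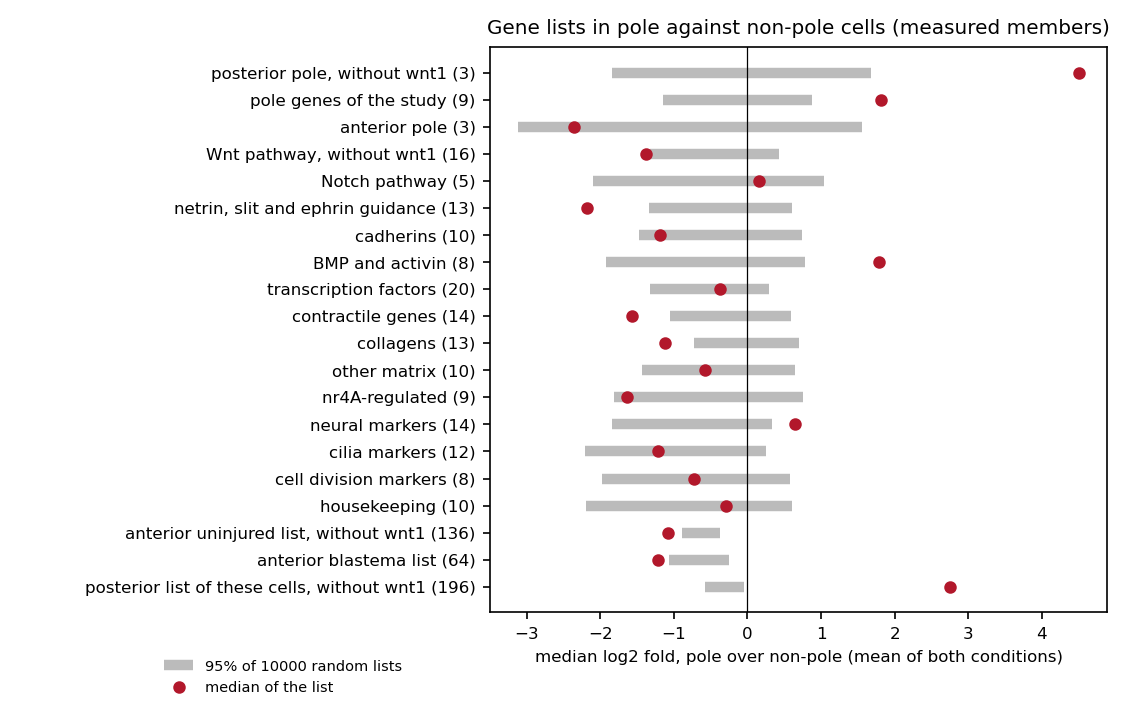
Median log2 fold, pole over non-pole and averaged over both conditions, of each gene list (red points), with the range of 95% of 10000 random lists of the same size and like expression (grey bars); the number of measured members is in parentheses. The posterior pole genes without wnt1 lie at 4.51, and the collagens and contractile genes lie at -1.11 and -1.56.

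Genes of the opposite pole had no shared direction, and the median of the known anterior pole genes, -2.35, lay within its random range (percentile 13.3). foxD and notum, both needed for the anterior pole, had 0 reads in pole cells of both conditions, and the bounds for foxD, at least 2.24-fold and at least 18.9-fold lower, rest on 1 of 53 and 1 of 69 non-pole cells that held all of its reads, so they decide nothing between the classes. The read of zicA was at the detection limit, with 1 read over all groups. follistatin, an activin inhibitor expressed at the anterior pole, was higher, with log2 folds of 1.26 and 4.96, and 1 cell held 100% of its reads in uninjured pole cells. Without that cell, pole replicate 5, the mean log2 fold of follistatin was -1.14. In the study's anterior list from uninjured tissue, which holds 173 contigs when each is counted once, 22 measured members were higher and 55 lower (16.1% higher, 10.3 to 23.3), with a median log2 fold of -1.03 (percentile 0.14) that was -1.33 (percentile 0.1) in uninjured tails and -0.07 (percentile 93.9) in blastemas, and 13 members are also in the posterior list. Of 64 measured genes of the anterior blastema list, 12 were higher (18.75%) and 28 lower, and 8 members are shared with the posterior list. Their median of -1.21 (percentile 0.28) was -0.91 (percentile 27.99) in uninjured tails and -0.48 (percentile 22.3) in blastemas. In random lists of like expression, 15.6% and 15.2% of members were higher in both conditions, close to the 16.1% and 18.75% of the anterior lists. Their share of lower members was not computed, and across all transcripts 43.7% were lower in both conditions. The counts of higher and lower members are therefore not read as a lack of anterior genes in pole cells. Of the 197 members of the posterior list itself, 163 were higher and 1 lower, with a median of 2.76 (percentile 100), which is not independent evidence because the study chose them on these cells.

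Markers of other cell types did not move together. Of 14 measured neural markers, 4 were higher and 4 lower in both conditions, with a median log2 fold of 0.65 (percentile 99.5) that was -0.22 in uninjured tails and 0.62 in blastemas, and 5 of the list are in the study's posterior list. Their summed level was 371 against 646 CPM in uninjured tails and 1608 against 760 CPM in blastemas. The synaptic vesicle gene UNC13B had log2 folds of -0.41 and 8.01 and SYT11 had 2.48 and 4.67, while the glutamate receptor gene GRIA1 was at least 180-fold and at least 45.5-fold lower. Of 12 measured cilia markers, 3 were higher and 6 lower, with a median of -1.21 (percentile 38.4), which was -0.09 without the cells under 5000 CPM of collagen. The axonemal dynein gene DNAHb-1 had all 3235 reads of uninjured pole cells in 1 cell. Of 8 cell division markers, 0 were higher in both conditions and 5 lower, with a median of -0.72 (percentile 45.3), and LIG1, a DNA ligase gene, was at least 875-fold lower in uninjured tails. Of 10 housekeeping genes, 1 was higher and 2 lower, with a median of -0.30 (percentile 69.7), 0.98 in uninjured tails and -0.48 in blastemas, that became 0.02 without the cells under 5000 CPM of collagen.

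With members that had 0 reads in a group set to 3 reads over that group, the list medians were -1.11 for collagens, -1.56 for contractile genes, -2.54 for the nr4A-regulated genes, -1.21 for the Wnt pathway, 1.78 for BMP and activin, -2.77 for guidance, -1.68 for cadherins, -2.70 for the anterior pole genes and 0.65 for the neural markers. The sums rest on few cells, since the 3 deepest cells gave 85.9% of the reads of uninjured pole cells and 77.9% of those of regenerating pole cells. The 3 deepest uninjured pole cells had 5.01 to 6.35% of all counted reads on the 2 contigs outside the comparison. The other uninjured pole cells had 29.6 to 92.7%. Summed, this share was 18.9% in uninjured pole against 32.5% in uninjured non-pole cells, and 51.7% against 59.9% in blastemas. Pole and non-pole sums may thus compare unlike sets of libraries, which was not tested. In uninjured tails the lower levels of genes read in few non-pole cells rest on single non-pole cells as well, as for slit1, with 77.6% of its non-pole reads in 1 cell, and LIG1, with 92.6%.

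The authors' deposited table gives their own estimate for pole against non-pole cells, with cells of both conditions together. In the authors' deposited table, 198 transcripts had a Z score above 1.96 and 255 had one below its negative, and 25 and 1 remained beyond these limits with the corrected Z score. Of the 198 in the authors' deposited table, 164 were higher in pole cells of both conditions here, and of the 255, 253 were lower in both. Ranked by fold among those 198 in the authors' deposited table, wnt1 stood at rank 1, pitx at rank 3 and islet1 at rank 22. The authors' deposited table puts the log2 fold of wnt1 at 9.05 (6.90 to 11.08), that of pitx at 7.39 and that of TRIM9 at -7.30, where the log base is taken as that of the tool's output.

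The 2 conditions share no cells, so the leading pole transcripts of each can be read in the other. Of the 100 transcripts with the largest log2 fold in blastemas, 70 were higher in pole cells of uninjured tails (60.02 to 78.8%), against 48.3% in random lists of like expression, and their median log2 fold there was 1.66 (percentile 100). Of the 100 leading transcripts of uninjured tails, 49 were higher in pole cells of blastemas (38.9 to 59.2%), against 48.5% in random lists, with a median of -0.06 (percentile 42.3). The lists shared 20 transcripts, among them wnt1 and pitx. Without wnt1 the counts were 69 of 99 and 48 of 99. The intervals of these shares treat transcripts as independent, although all were read in the same cells. Leaving out uninjured pole replicate 5 alone took the 70% to 59%, outside its interval. Cell by cell, of the 99 leading transcripts of the other condition, the uninjured pole cells held reads of 13 to 48 (median 39) and the uninjured non-pole cells of 2 to 31 (median 15). The regenerating pole cells held 31 to 45 (median 37) and the regenerating non-pole cells 2 to 32 (median 18). The uninjured lead moved with the setting: 61 of 100 were higher in blastemas when each cell weighed the same, and 60 of 100 without uninjured pole replicate 1.

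The design also allows regenerating muscle to be set against uninjured muscle of the tail in the non-pole cells. Some genes were read in a larger share of blastema muscle cells, among them sfrp1, fz5/8-4 and zic-2, which are expressed at the head end of planarians, the netrin receptor gene UNC5C (contig dd_16435), ROBO2 and nr4A. Their pathways did not move as groups, with 10 of 17 Wnt genes and 5 of 13 guidance genes higher in regenerating cells. Of the collagens, 3 of 13 members were higher in regenerating cells, a list within the range of random lists, and contractile genes had no steady direction. Across all transcripts, 43.2% were higher in regenerating cells and the median log2 fold was -0.22. Few collagen reads, under 5000 CPM, were held by 12 of 53 uninjured and 6 of 69 regenerating non-pole cells (22.6% and 8.70%). These held at most 1305 and 1866 CPM, against at least 17177 and 9857 CPM in the others. The counts thus do not bear out the collagen screen in every cell, and the shares below include these cells.

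sfrp1, a secreted Wnt inhibitor, was read in 2 of 53 uninjured and 16 of 69 regenerating non-pole cells, at 0.139 and 42.96 CPM (log2 fold 5.27). fz5/8-4 was read in 2 of 53 and 11 of 69 cells (log2 fold 4.71), and zic-2, a zinc finger transcription factor gene, in 1 of 53 and 10 of 69 cells (log2 fold 4.48). Of 17 Wnt pathway genes, 10 were higher in regenerating cells (58.8%, median 0.32, percentile 76.4), and 82.4% were when each cell weighed the same. wnt11-2 was read in 23 of 53 and 44 of 69 cells while its summed level was lower, at 293 and 199 CPM, so no order is read from it. The known pole genes wnt1, pitx and islet1 had log2 folds of -1.31, -0.22 and -1.15 in these non-pole cells, and pitx lay at 0.10 without the cells of few collagen reads. A single cell held 99.6% of the uninjured islet1 reads, and islet1 lay at 0.54 when each cell weighed the same. kallmann1 had 1.39, islet2 -1.91, dd_20026 -1.24 and pcdh9 1.69, and foxD had 3.39 with all reads of each group in 1 cell. Of the uninjured reads, 1 cell held 91.7% for islet2 and 1 cell held 100% for pcdh9, so no direction is read from either. Of the 4 pole genes, 0 were higher, which for islet1 rests on that single uninjured cell. Of the 9 measured transcripts of genes the study named, 5 were higher, with islet2 and pcdh9 placed by single cells. Of the 3 measured anterior pole genes, 1 was, and their median of -0.85 became 0.44 when each cell weighed the same.

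UNC5C (contig dd_16435) was read in 5 of 53 uninjured and 22 of 69 regenerating cells (log2 fold 4.02) and ROBO2 in 27 of 53 and 58 of 69 (1.71), while SLIT2 had -2.84 and slit1 -1.66. In all, 5 of 13 guidance genes were higher, with a median of -0.59 (percentile 3.92). The protocadherin genes PCDH1 (log2 fold 4.69) and PCDH11Y (contig dd_9677, 2.35, read in 7 of 53 and 33 of 69 cells) were among 5 of 10 cadherin genes that were higher. For PCDH1, 1 cell each held 95.7% of the uninjured and 67.8% of the regenerating reads. The cadherin median of -0.19 (percentile 23.96) became 0.46 when each cell weighed the same. nr4A was read in 14 of 53 and 41 of 69 cells (1.15), and 6 of 9 nr4A-regulated genes were higher, among them the tubulin gene TUBA3D (2.04), with a median of 0.20 (percentile 60.9). Among 5 Notch genes, 2 were higher, with a median of -1.56 (percentile 1.98). NOTCH1 was read in 16 of 53 and 47 of 69 cells (0.81) and JAG1 had 1.79, while DLL1 had -2.47, which was 1.30 in cells with at least 1500 transcripts. Of 8 BMP and activin genes, 4 were higher, with a median of 0.05 (percentile 47.7), and the protease gene TLL1 had 0 reads in regenerating cells, at least 173-fold lower. That bound rests on 3 of 53 uninjured cells, 1 of which held 60.8% of the TLL1 reads. follistatin had a log2 fold of -2.03 although its share of cells was alike, at 11 of 53 and 15 of 69. Of 20 transcription factors, 10 were higher, among them TBX1 (3.94), with a median of -0.04 (percentile 46.4) that became 0.54 when each cell weighed the same.

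COL24A1 (contig dd_701) was lower in regenerating cells, at 14608 and 6409.9 CPM (log2 fold -1.19), and the collagens had a median of -0.35 (percentile 7.06), inside the random range of -0.55 to 0.93. Of 14 contractile genes, 8 were higher (57.1%, median 0.07, percentile 41.9), but 92.9% were when each cell weighed the same and 7.14% were when totals included all counted reads. The myosin genes MYH7 and MYH1 had log2 folds of 0.70 and 0.50 by the main totals. Of 10 other matrix genes, 7 were higher, with a median of 0.09 (percentile 53.2), but 30% were with totals over all counted reads, and MXRA5 had 3.52. Among markers of other cells, 4 of 14 neural (median -0.11, percentile 42.2), 3 of 12 cilia (median -1.07, percentile 4.67) and 4 of 8 cell division genes (median -0.08, percentile 40.7) were higher. The ciliary rootlet gene CROCC (contig dd_1404) had -3.10 and the dynein gene DNAH17 had 2 reads against 313, a ratio of 0.0136 (0.00164 to 0.0495). Without the cells of few collagen reads the cilia median was -0.22. Of 10 housekeeping genes, 4 were higher, with a median of -0.17 (percentile 30.5) that became 0.27 when each cell weighed the same, and the proton pump gene ATP6V1B2 had -1.65.

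By the naming rule 12 transcripts were taken in each direction, and only X1.A5.1 (contig dd_585) among them has a name. It was read in 11 of 53 uninjured and 53 of 69 regenerating cells, with a log2 fold of 2.42. The leading unnamed transcripts were dd_5222, read in 13 of 53 and 52 of 69 cells, and dd_5580, in 10 of 53 and 48 of 69, and on the lower side dd_14881, in 34 of 53 and 15 of 69, and dd_14367, in 28 of 53 and 11 of 69. Of the study's anterior uninjured list, 46.7% were higher in regenerating cells (median -0.10, percentile 47.7), of its anterior blastema list 36 of 64 (median 0.21, percentile 94.4), and of its posterior list 100 of 197 (median 0.04, percentile 27.8, and -0.01 when each cell weighed the same). With members without reads in a group set to 3 reads, the medians were -1.12 for the cilia markers and -0.06 for the neural markers. The 2 conditions were not tested against each other with replicates, and the median depth of regenerating non-pole cells was lower than that of uninjured ones. After thinning, regenerating non-pole cells still held a median of 3240 transcripts against 2742, so part of a larger share of cells may come from more transcripts being read in each cell. The 2 contigs outside the comparison took 59.9% of all their counted reads against 32.5%. Per cell this share fell to 4.26% in uninjured non-pole cells, but only to 12.1% in regenerating ones. Some of the deepest uninjured non-pole cells had low shares, such as replicates 14 (9.61%, 3527793 reads) and 42 (7.11%, 3304691 reads). Deep cells weigh most in the sums, so summed levels of the 2 conditions may compare unlike sets of libraries, which was not tested.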

Values the study reported

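The study reported that 768 cells were screened, from which 11 posterior pole cells were found, 6 in uninjured animals and 5 in blastemas. It used 90 non-pole muscle cells as controls, 43 from uninjured animals and 47 from blastemas. With SCDE it reported 198 genes at p<0.05 with higher expression in pole cells, and placed wnt1, pitx and islet1 among the top 16% of these by enrichment.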

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

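The tests of other cell types, of the identity of an uninjured pole cell, of its RNA yield and of carry-over in cells with few reads were chosen only after the result was seen, and the rest were set before it; the rules of the first pair were rewritten once more after their values were seen.

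Among 24 pairs of a pole group and a measure, 3 held a cell far from the others of its group. The limits used give about 1 in 20 groups such a cell when values are normally distributed. Several of these measures are skewed between cells, so no excess is read from the 3. Uninjured pole replicate 1 had 92.7% of all its counted reads on the 2 contigs outside the comparison, against at most 42.1% in the other uninjured pole cells. Uninjured pole replicate 2 had a summed neural marker level of 1369 CPM, against at most 594 CPM. Regenerating pole replicate 2 had a summed contractile level of 34892 CPM, against at most 15285 CPM. Among the transcripts and lists read for opposite directions in all pole cells of the 2 conditions, 0 had them. Some transcripts, such as wnt1, pitx and islet1, had a median of 0 CPM in non-pole cells. No pole cell can lie below such a median, so the result decides nothing for these transcripts.

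Reads also lay outside the transcripts compared, above the limit that a count of 0 allows. The mitochondrial row held 19.9% of all counted reads, the 2 contigs 43.7%, the 5S rRNA row 0.00332% and the unidentified row 0.000557%. Of the kept cells, 33 had under 5% mitochondrial reads, and in these the 2 contigs took a median of 89.4% of reads, against 42.1% in the others.

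Collagens and contractile genes had lower levels in pole than in non-pole cells of both conditions. A few abundant pole transcripts taking up the reads is argued against, because without the 198 transcripts that gain most in pole cells, which hold 33.96% of the reads of uninjured pole cells, the higher of the list medians was still -0.89. A single deep cell is argued against too, since the highest median over 13 settings, each cell weighing the same or any pole cell left out, was -0.95. The sizes do depend on uninjured pole replicate 5, the deepest cell, without which the median was -1.76 for collagens and -2.45 for contractile genes. RNA of other cell types in the pole wells cannot be told apart from lower muscle expression: the neural median of 0.65 lay above its random range but was -0.22 in uninjured tails and 0.26, inside that range, without cells of low mitochondrial share, while the cilia median of -1.21 lay within its range and came to -0.09 without cells of few collagen reads. The cell class that the labels name stays open as an untested explanation.

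Uninjured pole replicate 1 held 2 wnt1 and 3 pitx reads among 84813, where each other uninjured pole cell held at least 278 and 190. Those other cells were deeper, at 432787 to 4132918 reads, so part of the gap is depth. As levels, wnt1 was 23.6 CPM against at least 185 CPM, and pitx 35.4 CPM against at least 62.7 CPM. With only 3 pitx reads, the gap in pitx decides nothing. Whether the well held a pole cell cannot be told apart from a pole cell with few transcripts read. It had reads of 13 of the leading transcripts of regenerating pole cells, within the 2 to 31 of uninjured non-pole cells and below the 27 to 48 of the other pole cells. As a share of the transcripts read in the cell this was 0.726% (0.387 to 1.24), an interval that reaches the 0.905 to 1.90% of the other pole cells and includes the non-pole median of 0.495%. The cell's collagen level was 472 CPM (337 to 642), far below the 18122 to 63472 CPM of the other uninjured pole cells. By the rule set, a low yield of the cell's own RNA would leave this level in their range. The rule cannot decide, since in a well of low yield RNA from outside the cell would lower the level too. Reads of both wnt1 and pitx were also found in 2 of the 53 uninjured non-pole cells. No biological explanation was tested.

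sfrp1, fz5/8-4 and zic-2, genes of the head end picked after their values were seen, had reads in 33 of 69 regenerating non-pole cells (47.8%, 35.6 to 60.2) and in 5 of 53 uninjured ones (9.43%), with 3 or fewer reads in each of those 5. Reads carried over between wells cannot be told apart from expression in the 33 cells. Their median was 11 reads, and 10 of them had 3 or fewer reads. The reads come from PCR without molecular identifiers, so a read count does not show how many molecules a well held. Whether some of these cells came from anterior tissue cannot be told apart from head genes being read in posterior muscle. Of the 33 cells, 18 also held wnt11-2, a gene of the tail (54.5%, 36.4 to 71.9), against 44 of all 69 (63.8%). The 33 cells are part of the 69, so this contrast is smaller than one against the cells without head genes. The share with wnt11-2 among the cells without head genes therefore lies above 63.8%. Its interval was not computed, so the values decide nothing. Regeneration itself, the condition the labels name, stays open as an untested explanation.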

How the results depend on the processing

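Some alternatives were chosen after seeing the data: totals over all counted reads, leaving out cells of low mitochondrial share, leaving out cells of few collagen reads, and repeat libraries counted as cells. No paired analysis was possible because cell numbers are only accession-order names and no test was run. Relative to the main scaling, TMM moved the median log2 fold of transcripts at 20 CPM or more by -0.42 in regenerating pole cells, the median of ratios by 0.28 and the mean over cells by 0.30 in uninjured ones, and the mean over cells by -0.17 for regenerating against uninjured non-pole cells. With all deposited cells, repeat libraries counted as cells, a pseudocount of 0.1 CPM or no count filter, each list count of both comparisons stayed within its interval. Few pole cells limit the sums: 1 of 7 uninjured pole cells held 35.5% of their reads.

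Where a value moved or changed sign, the cause was not tested. Exceptions are the read limits and depths of wnt1, which lower a share by construction, and pooled conditions, which change the criterion. Of the shares of cells with wnt1, those of uninjured and regenerating non-pole cells came to 1.89% and 0% at 3 reads or more, and to the same values at a depth of 12500 reads. TMM took the percent higher in pole cells to 0 for housekeeping and nr4A-regulated genes. With conditions pooled, a member had to be higher only in the pooled cells and not in both conditions, so the percent is a looser measure. It was then 70% for housekeeping genes, 32.8% for the anterior blastema list, 32.1% for the anterior uninjured list (31.6% without wnt1) and 98.98% for the posterior list, with and without wnt1. Without cells of low mitochondrial share, 0% of housekeeping genes were higher.

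With the mean over cells, 61% of the leading uninjured transcripts were higher in blastemas. The pole folds became 0.32 for NOTCH1, -0.41 for PSMC3 and 0.0202 for islet2, the regeneration folds 0.44 for notum and 0.54 for islet1, and 92.9% of contractile and 82.4% of Wnt genes (87.5% without wnt1) were higher in regenerating cells. With a pseudocount of 10 CPM the leading uninjured transcripts came to 63%. In cells with at least 1500 transcripts, the regeneration folds of DLL1 and LIG1 were 1.30 and 1.37.

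With totals over all counted reads, regeneration folds were -0.0896 for CAPZB, -0.26 for MYH7 and -0.46 for MYH1. The percent higher in regenerating cells was then 0 for collagens, 7.14 for contractile genes, 30 for other matrix genes, 42.2 for the anterior blastema list, 25.5 for the anterior uninjured list (25.7 without wnt1) and 32.99 for the posterior list (33.2 without wnt1). Without cells of low mitochondrial share, regeneration folds were 0.0244 for pitx and 0.22 for SYT11, and without cells of few collagen reads 0.10 for pitx, 1.38 for HSPG2 and 1.696 for SYT11.

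Leaving out each pole cell in turn gave ranges of 59 to 71% for the leading blastema transcripts and 47 to 60% for the leading uninjured ones. The pole folds ran from -0.88 to 1.06 for nr4A, -0.60 to 1.09 for PSMC3, -0.10 to 4.202 for DNAHb-1 and -1.14 to 3.35 for follistatin, each lowest without uninjured pole replicate 5. They ran from -0.53 to 2.09 for PXDN, lowest without regenerating pole replicate 4, and from -1.33 to 1.86 for the second contig of pcdh9, lowest without uninjured pole replicate 2. The percent higher ran from 44.4 to 77.8 for the pole genes in the study's text, 20 to 40 for Notch genes, 15.4 to 30.8 for neural and 8.33 to 25 for cilia markers, 10.9 to 20.3 for the anterior blastema list, 0 to 33.3 for the anterior pole genes and from 74.6 to 82.7 for the posterior list (74.5 to 82.7 without wnt1).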

Other observations

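Pole cells differed among themselves in the pole genes they held. islet1 had 4759 reads in uninjured pole replicate 5 and 0 in replicates 1, 3 and 7, and in blastemas it ran from 0 to 261 reads per cell. wnt11-2 had a median of 0 reads in uninjured pole cells and of 261 in regenerating pole cells. wnt1 lay between 1416 and 3387 CPM and pitx between 604 and 1895 CPM in regenerating pole cells, and in uninjured ones they ran more widely, from 23.6 to 2844 CPM and from 35.4 to 1030.0 CPM. ASIC5, an ion channel gene of the study's posterior list, was read in 3 of 5 regenerating pole cells at 1071 CPM and had 0 reads in regenerating non-pole cells, at least 7272-fold higher, while 1 of 7 uninjured pole cells held it.

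The deposited counts hold 140 non-pole libraries, 65 uninjured and 75 regenerating, and 12 pole libraries, 7 of them uninjured. These numbers are higher than the ones quoted from the study above, and which libraries the study left out is not given in the sources used here.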
